A study of Saccharomyces cerevisiae and Homo sapiens with 67 samples. Its data were reported in "Simplified ChIP-exo assays" (2018).

How the data were processed

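The series holds 67 samples of chromatin immunoprecipitation followed by sequencing, in 42 groups of 1 to 3 samples. A group is a target assayed with a protocol. The yeast targets were the sequence-specific factors Abf1, Reb1 and Ume6, each in a tagged strain, and the untagged parent strain BY4741. The human targets were CTCF and RNA polymerase II in K562, an established leukemia cell line, and K562 chromatin carried through without antibody. The protocols were ChIP-exo 1.1, 3.0, 4.0, 4.1 and 5.0, ChIP-exo 3.0 with commercial Nextera transposase, ChIP-nexus, ChIP-seq, ChIP-seq with a 1-step ligation, and ChIPmentation. Versions are named as in the labels, which give 3.0 where the study's text describes libraries of version 3.1, and which of the 2 the lists labelled 3.0 hold was not settled. ChIP-exo digests each DNA strand with an exonuclease up to the crosslinked protein, so that read ends mark the border of the protein. In ChIPmentation the adapters were inserted by Tn5 transposase. In ChIP-exo 3.0 the transposase inserted the first adapter, and the second was ligated. In ChIP-exo 4.0 and 4.1 the adapters were ligated to single-stranded ends.

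According to the submitters' processing notes and the methods, reads were demultiplexed with bcl2fastq 2.16 and aligned with BWA 0.7.9a to the yeast build sacCer3 or the human build hg19, and non-unique alignments and PCR duplicates were removed. Each deposited file names GeneTrack as the peak caller and holds peaks called separately on each strand. The version and parameters of GeneTrack were not found in the labels, the file headers or the methods read here. The score of a deposited peak is a count of tags, that is of read ends, made by the authors without normalization. That reading rests on the values, which were whole numbers and, with the spread beside them, gave the whole-number sums that a count of tags at whole positions gives. The other deposited column, made by the authors and read here as the spread, is the standard deviation in bp of the tag positions within the peak. The end minus the start of a peak was 40 bp for 100116 of the 100176 peaks. The authors gave 1 list per group, pooled over the samples where a group had several, so no spread between replicates could be computed, and no source stated whether replicates came from separate cultures. The score was used only to rank peaks within a list, to give the tags at named genes, and to weight them in alternatives that are named as such.

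The 40 lists covered 65 samples. They were 30 yeast lists, of which 23 were from tagged strains and 7 from the untagged strain, and 10 human lists, of which 4 were CTCF, 5 had no antibody and 1 was RNA polymerase II. The other 2 groups, Reb1 ChIP-exo 1.1 and 5.0 from less chromatin, had no list of their own and were not analysed here. Lists held 88 to 13543 peaks. The lowest tag count of a list ranged from 3 to 151, so lists reached down to different levels, and the tags in peaks ranged from 836 to 446399. Tags in peaks are not library depth, which the lists do not give.

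Chromosome names and lengths of the supplied reference genomes were compared with the peak positions, and all coordinates are those of sacCer3 and hg19. Motifs were all matches on either strand of TTACCCG for Reb1 (791 in the genome), RTCRYNNNNNACG for Abf1 (1785), TAGCCGCC for Ume6 (243) and CCASYAGRKGGC for CTCF (10977), where the letters other than A, C, G and T are IUPAC ambiguity codes. A peak lay at a motif where its midpoint was within 50 bp of the motif midpoint, and a motif with such a peak was called occupied. The strongest peaks of a list were its 200 with most tags. Separation was the distance between the strongest peak on each strand of an occupied motif, positive where the peaks lay outward for their strand. The flank to core ratio was the number of peaks 51 to 500 bp from an occupied motif over the number within 50 bp. Strand order was the share of peaks within 250 bp of a motif that lay on the outer side for their strand, that is upstream of the motif midpoint in the peak's own direction, without peaks exactly at the midpoint. A gene was counted as bound where an occupied motif lay within 500 bp upstream of its annotated start.

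Shares carry exact binomial (Clopper-Pearson) 95% intervals. These cover counting error only. Shares were compared with two-sided Fisher exact tests, occupied motifs with exact two-sided McNemar tests, and separations at shared motifs with two-sided sign-flip permutation tests (100000 resamples, and an exact test over all sign combinations where fewer than 10 motifs were shared). No test was made with fewer than 6 motifs. Changes of separation were compared between factors by permuting motifs between them, with as many resamples. Flank to core ratios carry bootstrap intervals from 10000 resamples of the motifs. The background for positions came from 1000 rotations of the peaks along their chromosomes (200 for tRNA genes and for alternatives), with one-sided p. Each family of tests was adjusted by the Benjamini-Hochberg method at 0.05. Peaks and motifs are not replicates, so every test compares the lists, not the assays.

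The genes named in the text were chosen by a rule fixed before the data were examined. For each yeast factor it took the 10 genes with the most tags at an occupied upstream motif in ChIP-exo 5.0, up to 5 genes bound in ChIP-exo 5.0 and in no ChIP-seq or ChIPmentation list, and up to 8 members of each fixed gene list that were bound in the most assays. For the untagged lists of ChIP-exo 1.1 and 5.0 it took the feature nearest to each of the 5 strongest peaks, and for K562 the 5 strongest positions shared by CTCF ChIP-exo 1.1 and 5.0. The fixed lists were early meiotic genes, metabolic and stress genes described with the upstream repression sequence URS1, cytosolic ribosomal protein genes, mitochondrial ribosomal protein genes, ribosome biogenesis genes, glycolytic and other highly transcribed genes, respiratory chain genes and the genes of the 3 factors.

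Calculations were made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. The measures were tested on simulated data, with 20 simulated pairs of lists per factor and 2000 simulated comparisons without a difference per test. Alternatives changed 1 choice at a time, except the last planned for gene lists, which dropped the motif and limited the peaks to the 500 strongest together. They used the 100 or 500 strongest peaks, windows of 20, 25, 30 or 100 bp, a stricter consensus (TTACCCGG, RTCRYBNNNNACGR and TAGCCGCCGA), lists without mitochondrial DNA, the rDNA and the outer 20 kb of chromosome arms, lists without peaks at the same-assay untagged list, peaks at or above the median tags of their list, all peaks per strand, a core of 100 bp, summed tags in place of peaks, motifs without a neighbor within 1000 bp, upstream windows of 300 or 1000 bp, and genes with any of the 500 strongest peaks upstream whether or not a motif was there. The alternatives chosen after seeing the data were lists without peaks of spread 0, lists of 300 peaks, strand order within 100 bp, tRNA gene windows of 100 or 500 bp, CTCF motif windows of 25 or 100 bp, and the windows and thresholds for named genes.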

Results

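The data were lists of peaks from chromatin immunoprecipitation sequencing, in which DNA crosslinked to a protein is recovered with an antibody or tag and sequenced. There were 40 lists for 65 samples, 1 for each of 40 groups of 1 to 3 samples. Among them, 30 came from budding yeast and 10 from K562 cells. Lists held 88 to 13543 peaks with 836 to 446399 tags in peaks, and the depth of each library is not known from them. In yeast the untagged strain gave from 88 peaks in ChIP-seq 1-step to 12828 in ChIP-exo 1.1. Since replicates were pooled within a list, no value below carries a replicate error.

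The Ume6 lists answer whether each protocol finds a repressor at the genes it is known to control. In ChIP-exo 5.0, Ume6 peaks lay at motifs upstream of HOP1, which encodes a protein of the meiotic chromosome axis, of ZIP1, which encodes a protein of the synaptonemal complex, and of DMC1, which encodes the meiotic recombinase. MEI4, needed for meiotic DNA breaks, SPO13, a regulator of meiosis I, and HOP2, SPO16 and SAE3 were bound as well, and each of these 8 genes was bound in all 7 assays. INO1, which encodes inositol-3-phosphate synthase, CAR1, which encodes arginase, and ACS1, which encodes acetyl-CoA synthetase, were also bound in all 7. The gene with most tags at an upstream motif was PYC1, which encodes pyruvate carboxylase, followed by PRX1, which encodes a mitochondrial peroxiredoxin, and UBI4, which encodes polyubiquitin. HOP1 (YIL072W; sacCer3 chromosome 9, 226602 to 228419) had its motif at 226435, 167 bp upstream, with 155 tags in ChIP-exo 5.0. INO1 (YJL153C; chromosome 10, 134332 to 135933) had its motif at 136187, with 347 tags. PYC1 (YGL062W; chromosome 7, 385196 to 388732) had its motif at 384767, with 694 tags, and PRX1 (YBL064C; chromosome 2, 100371 to 101156) had its motif at 101355, with 475 tags. The nearest peak to the PRX1 motif was 74 bp away in ChIP-seq and 55 bp in ChIPmentation, outside the 50 bp counted as bound. Of the 25 early meiotic genes, 12 were bound in ChIP-exo 5.0 (48%), against 1.77% of all other protein-coding genes (two-sided Fisher exact p = 7.94e-15, 4.72e-13 adjusted over 8 gene lists in 23 peak lists). The count was 11 to 13 in the 7 assays, and 13 of the 25 genes had a motif upstream, against 141 of all 6002 coding genes. Since only genes with a motif could count as bound, the main Ume6 tests do not separate binding from having a motif. The early meiotic list also passed in all 7 assays where any of the 500 strongest peaks upstream counted, with or without a motif. Among the 12 metabolic and stress genes described with URS1, the 3 named genes were bound (25%, against 1.92% of other genes in ChIP-exo 5.0, Fisher exact p = 0.0014, adjusted 0.0203), and with an upstream window of 1000 bp this list passed in 1 assay, not 7. No other gene list passed for Ume6.

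The Abf1 lists address the same question for a general regulatory factor. Among Abf1 motifs upstream of genes, ChIP-exo 5.0 had most tags in the interval shared by VNX1, which encodes a vacuolar exchanger, and KRE1, which encodes a cell wall protein, and in that shared by MRPS18, which encodes a mitochondrial ribosomal protein, and MCK1. DED1, which encodes an RNA helicase of translation initiation, COA3, which encodes an assembly factor of cytochrome oxidase, MRPL8 and ECM25 followed. BDF2, which encodes a bromodomain protein, YET3, FBA1, which encodes aldolase, THI4, a gene of thiamine synthesis, and MIC10, a gene of the mitochondrial inner membrane, were bound in ChIP-exo 5.0 but had no ChIP-seq or ChIPmentation peak within 50 bp of the motif. SOF1 and BRX1, both of ribosome biogenesis, were bound in all 8 assays. VNX1 (YNL321W; chromosome 14, 34696 to 37422) and KRE1 (YNL322C; 33294 to 34235) shared a motif at 34578 with 946 tags in ChIP-exo 5.0. MRPS18 (YNL306W; chromosome 14, 58155 to 58808) and MCK1 (YNL307C; 56446 to 57573) shared a motif at 57826 with 909 tags. BDF2 (YDL070W; chromosome 4, 331024 to 332940) had its motif at 330858 with 695 tags, and its nearest ChIPmentation peak was 68 bp from the motif. In total 372 genes were bound in ChIP-exo 5.0, 74 of them in neither ChIP-seq nor ChIPmentation and 49 in every assay. Within 100 bp of the motif 28 were absent from those 2 lists, and none of the 5 genes named for it was. Ribosome biogenesis genes were bound more often than other genes in ChIP-exo 3.0 (7 of 40, adjusted Fisher exact p = 0.0287), its Nextera variant (8 of 40, 0.0261) and ChIP-exo 4.1 (10 of 40, 0.0105), but not past the threshold in ChIP-exo 5.0 (7 of 40, 0.0802). That list passed in 6 assays with an upstream window of 300 bp and in 0 with 1000 bp. Mitochondrial ribosomal protein genes passed in ChIP-exo 4.0 (10 of 56, adjusted Fisher exact p = 0.0203) and ChIPmentation (10 of 56, 0.0450), in 1 assay with 1000 bp and in 0 where any of the 500 strongest peaks counted. Cytosolic ribosomal protein genes were bound less often than others in ChIP-exo 3.0 (0 of 137, adjusted Fisher exact p = 0.0212) and its Nextera variant (1 of 137, 0.0297), a call that ended with both other windows and where any of the 500 strongest peaks counted. For the early meiotic, URS1, respiratory chain and factor lists no Abf1 assay passed, and the glycolytic list passed in 1 assay with 1000 bp only. An Abf1 motif lay upstream of 1100 of all 6002 coding genes. It lay upstream of 23 of the 40 ribosome biogenesis genes, 17 of the 56 mitochondrial and 13 of the 137 cytosolic ribosomal protein genes. Since only genes with a motif could count as bound, the main tests do not separate binding from having a motif.

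Among Reb1 motifs upstream of genes, ChIP-exo 5.0 had most tags at those of YTM1, a gene of ribosome biogenesis, and of NAT2. TIM23, which encodes a channel of mitochondrial protein import, PIB1, IGO1, CLB3, which encodes a cyclin, and BPH1 followed. MPH1, which encodes a DNA helicase, and AIM21 shared a motif, and HSH49, which encodes a splicing factor, was bound in all 8 assays. HRR25, which encodes a casein kinase, PGC1, RPN5, which encodes a proteasome subunit, NOP14, of ribosome biogenesis, and TCO89, which encodes a subunit of TORC1, were bound in ChIP-exo 5.0 but had no ChIP-seq or ChIPmentation peak within 50 bp of the motif. The gene REB1 (YBR049C; chromosome 2, 334386 to 336818) had a motif at 337083 in its own upstream region, with 96 tags in ChIP-exo 5.0. YTM1 (YOR272W; chromosome 15, 832813 to 834195) had its motif at 832628 with 863 tags, and NAT2 (YGR147C; chromosome 7, 786054 to 786920) had its motif at 787100 with 590 tags. HRR25 (YPL204W; chromosome 16, 164276 to 165760) and PGC1 (YPL206C; 162632 to 163597) shared a motif at 163784 with 189 tags. In total 440 genes were bound in ChIP-exo 5.0, 51 of them in no ChIP-seq or ChIPmentation list and 63 in every assay. Within 100 bp of the motif 13 were absent from those lists, and none of the 5 genes named for it was. None of the 8 gene lists passed for Reb1 in any of the 8 assays.

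How often the strongest peaks lie at the factor's motif was compared between protocols to ask how well each one finds bound sites. Abf1 sites stood out most in ChIP-exo 5.0. Reb1 and Ume6 sites made up as large a part of the strongest peaks in ChIP-exo 5.0 as in ChIP-exo 1.1, the protocol taken as reference. For all 3 factors, the 200 strongest ChIPmentation and ChIP-seq peaks lay less often within 50 bp of a motif. For Abf1 this did not hold among the 100 strongest. In ribosomal DNA and at chromosome ends lay 76.5% of the strongest Reb1 peaks of ChIP-exo 3.0 and 53% of the strongest Abf1 peaks of ChIP-exo 1.1. Of the 200 strongest Abf1 peaks, 71% (exact 95% interval 64.2 to 77.2) were at a motif in ChIP-exo 5.0 and 40% (33.2 to 47.1) in ChIP-exo 1.1 (two-sided Fisher exact p = 6.08e-10, adjusted over 20 comparisons with ChIP-exo 1.1 to 1.74e-09). For Reb1 the shares were 56% (48.8 to 63.0) and 55.5% (48.3 to 62.5, adjusted exact p = 1), and for Ume6 59% (51.8 to 65.9) and 61% (53.9 to 67.8, adjusted p = 0.894). With the stricter consensus, Reb1 ChIP-exo 5.0 exceeded ChIP-exo 1.1 by 12 points (adjusted exact p = 0.0301). The shares in ChIPmentation were 25.5% for Abf1 (adjusted exact p = 0.0046), 14.5% for Reb1 (2.41e-17) and 17.5% for Ume6 (2.42e-18), and those in ChIP-seq were 24% (0.0016), 19% (1.31e-13) and 21.5% (4.27e-15). With motifs counted within 100 bp, Abf1 ChIP-seq and ChIPmentation exceeded ChIP-exo 1.1 by 16 and 14 points (and by 1 and 6 points, adjusted exact p = 1 and 0.560, with the 100 strongest peaks within 50 bp), Reb1 ChIP-seq by 1 point, and the Ume6 ChIP-seq difference shrank to -4.5 points. Reb1 ChIP-seq 1-step had 11.5% (4.19e-20), and -6 points within 100 bp. Every tagged list had more peaks at motifs than any of 1000 rotations (one-sided permutation p = 0.001, the smallest they can give). The untagged lists had 0 to 3.43%, except 12.5% at Reb1 motifs in ChIP-exo 4.0.

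**Figure D1:**
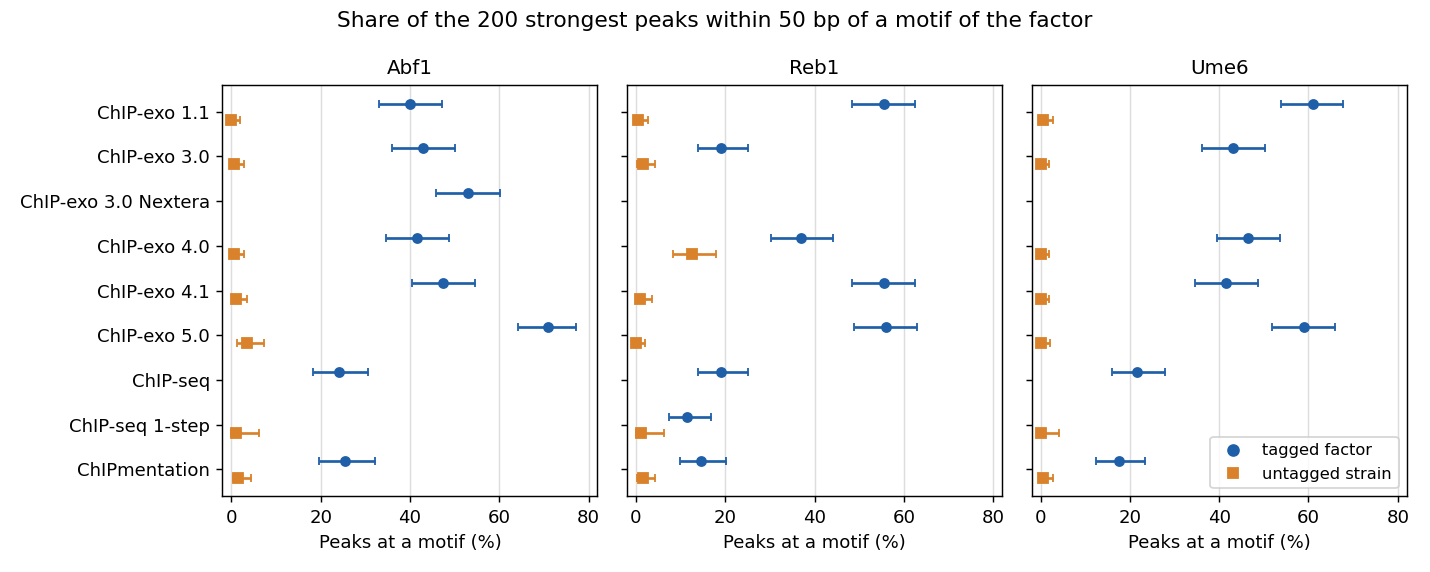
Share of the 200 strongest peaks within 50 bp of the factor's motif (%) in each assay, with 95% exact binomial intervals, for tagged strains (circles) and the untagged strain (squares). Abf1 ChIP-exo 5.0 lies at 71%, and the untagged lists lie near 0 except for 12.5% in ChIP-exo 4.0 at Reb1 motifs.

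The intermediate protocols differed from ChIP-exo 1.1 by factor. Reb1 sites made up less of the strongest peaks in ChIP-exo 3.0 and 4.0, but not in 4.1. Ume6 sites made up less in 3.0, 4.0 and 4.1. Abf1 sites made up more in the Nextera variant of 3.0. The Reb1 shares were 19% in ChIP-exo 3.0 (adjusted exact p = 1.31e-13), 37% in 4.0 (6.56e-04) and 55.5% in 4.1 (1). Without ribosomal DNA and chromosome ends, the Reb1 difference of ChIP-exo 3.0 was -6 points (adjusted exact p = 0.272) and that of 4.1 was -10.5 points (0.0438), and with the stricter consensus that of 4.0 was -0.5 points (1). The Ume6 shares were 43% in 3.0 (8.92e-04), 46.5% in 4.0 (0.0076) and 41.5% in 4.1 (3.45e-04), and none of these 3 differences passed with the stricter consensus or within 100 bp. The Abf1 shares were 43% in 3.0 (0.765), 53% in the Nextera variant (0.0173), 41.5% in 4.0 (0.932) and 47.5% in 4.1 (0.211), but the last 2 exceeded ChIP-exo 1.1 without peaks at the untagged list (by 15.5 points, 0.0046, and 14.5 points, 0.0079) and with the 500 strongest peaks (by 8.2 points, 0.0147, and 10 points, 0.0031). Without ribosomal DNA and chromosome ends, Abf1 ChIP-exo 3.0 lay at -14 points (0.0125) and the Nextera variant at -1 point (0.920), but 3.0 exceeded ChIP-exo 1.1 by 16 points with the 100 strongest peaks (0.0357) and by 12 points within 100 bp (0.0470).

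Counting bound motifs over the whole genome asks how many sites each protocol recovers. Abf1 sites bound in ChIP-exo 5.0 included nearly all of those bound in ChIP-exo 1.1 or ChIP-seq. Reb1 and Ume6 sites bound in ChIP-exo 5.0 were nearly all bound in ChIP-exo 1.1 as well, which had further sites of its own. Ume6 sites were bound in the largest part of their genomic motifs. Abf1 sites were bound in the smallest. ChIP-exo 5.0 bound 461 Abf1 motifs (25.8%), 429 Reb1 motifs (54.2%) and 162 Ume6 motifs (66.7%), against 264, 489 and 205 in ChIP-exo 1.1, with 241, 419 and 159 in both (exact two-sided McNemar adjusted p = 7.71e-41, 1.05e-11 and 1.55e-10 over 20 comparisons). ChIP-seq bound 87, 143 and 118, with 79, 142 and 112 shared with ChIP-exo 5.0 (2.00e-100, 1.16e-83 and 2.04e-09). ChIPmentation bound 487, 358 and 134 (0.175, 2.16e-12 and 3.92e-05), ChIP-exo 3.0 bound 373, 391 and 168 (3.86e-11, 6.86e-06 and 0.344), ChIP-exo 4.0 bound 429, 480 and 164 (0.0313, 1.61e-11 and 0.832), and ChIP-exo 4.1 bound 514, 389 and 183 (3.74e-04, 2.02e-06 and 6.78e-04). These counts were not adjusted for list length. The Abf1 excess of ChIP-exo 5.0 kept its calls in 4 alternatives but changed in size. It was 45 to 182 motifs over ChIP-exo 1.1 and 72 to 358 over ChIP-seq. The Reb1 excess over ChIP-seq also kept its call in 4 alternatives, at 57 to 404 motifs. With the 300 strongest peaks of each list, ChIP-exo 5.0 differed from 1.1 by -10 Reb1 motifs (0.258) and 2 Ume6 motifs (0.814), and differences turned for Abf1 from ChIPmentation (104, 3.10e-21) and 4.1 (20, 0.0618), for Reb1 from 4.0 (18, 0.0250) and 4.1 (-20, 0.0531), and for Ume6 from 3.0 (21, 8.95e-05), 4.0 (8, 0.149) and 4.1 (8, 0.136). Within 100 bp, differences were -14 for Reb1 (0.123), 0 for Ume6 (1) and -153 for Abf1 (1.13e-17) from ChIPmentation, -5 for Ume6 from ChIP-seq (0.369) and 17 for Abf1 from 4.0 (0.316), and within 25 bp 145 for Abf1 from ChIPmentation (9.07e-14), 19 for Abf1 from 4.1 (0.256), 3 for Ume6 from 3.0 (0.713) and 19 for Ume6 from 4.1 (0.0229).

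The distance between the strongest peaks on opposite strands asks whether the exonuclease stops at the same place in each ChIP-exo protocol. At Reb1 sites, ChIP-exo 5.0 peaks lay further apart than those of ChIP-exo 1.1. At Abf1 and Ume6 sites, a difference between these protocols was not detectable. At the sites of all 3 factors, ChIP-exo 4.1 peaks lay further apart than those of ChIP-exo 1.1. ChIPmentation peaks at Abf1 and Ume6 sites lay closer together than those of ChIP-exo 1.1. ChIPmentation has no exonuclease step, so this distance does not give the border of the protein. Its strongest peaks on the motif strand lay on either side of the motif, with quartiles of -31 and 27 bp for Abf1 and -36 and 32.5 bp for Ume6. The median separation in ChIP-exo 5.0 was 23 bp for Abf1, 31 bp for Reb1 and 27 bp for Ume6, and in ChIP-exo 1.1 it was 23, 21 and 29 bp. At motifs with peaks in both, the mean change was 2.52 bp for Abf1 (123 motifs, 64 of them wider), 10.8 bp for Reb1 (332 motifs, 283 wider) and -0.831 bp for Ume6 (130 motifs, 59 wider), with two-sided sign-flip permutation p of 0.150, 1e-05 and 0.457 (adjusted 0.181, 2.03e-05 and 0.508 over separation and both strands in 20 pairs of lists). A p of 1e-05 is the smallest these permutations can give. ChIP-exo 4.1 was wider by 14.2, 16.1 and 20.1 bp (adjusted permutation p = 2.03e-05 each). ChIP-exo 4.0 was wider by 2.72 bp (0.280), 10.4 bp (2.03e-05) and 2.86 bp (0.0492), the last within resampling error of 0.05 and without a call under the stricter consensus (0.144), and the Abf1 change was 12.1 bp (0.0126) with peaks within 100 bp. ChIP-exo 3.0 was wider by 13.2 bp, 10.5 bp (permutation p = 2.03e-05 each) and 3.57 bp (0.0061, and 0.414 with the stricter consensus), and its Nextera variant by 7.41 bp for Abf1 (3.88e-04, and 1.61 bp with p = 0.755 within 100 bp). ChIPmentation changed by -16.5 bp for Abf1 (2.68e-04), -0.281 bp for Reb1 (0.928) and -30.8 bp for Ume6 (2.03e-05), with -3.72, 79.0 and -0.535 bp within 100 bp (0.593, 1.67e-05 and 0.938). ChIP-seq had peaks on both strands of 6 Abf1, 8 Reb1 and 10 Ume6 motifs only, with medians of 51, 89.5 and 84 bp. Only peaks within 50 bp of a motif were used, so wider separations were cut off. On the motif and the opposite strand, the ChIP-seq quartiles were -46 to -37 and 38 to 46 bp for Reb1, near that limit. For Abf1 they were -41 to -25 and 11 to 38.5 bp. The mean Ume6 ChIP-seq change from ChIP-exo 1.1 was 38.9 bp, and 83.3 bp within 100 bp. These ChIP-seq numbers and medians therefore depend on the window.

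**Figure D2:**
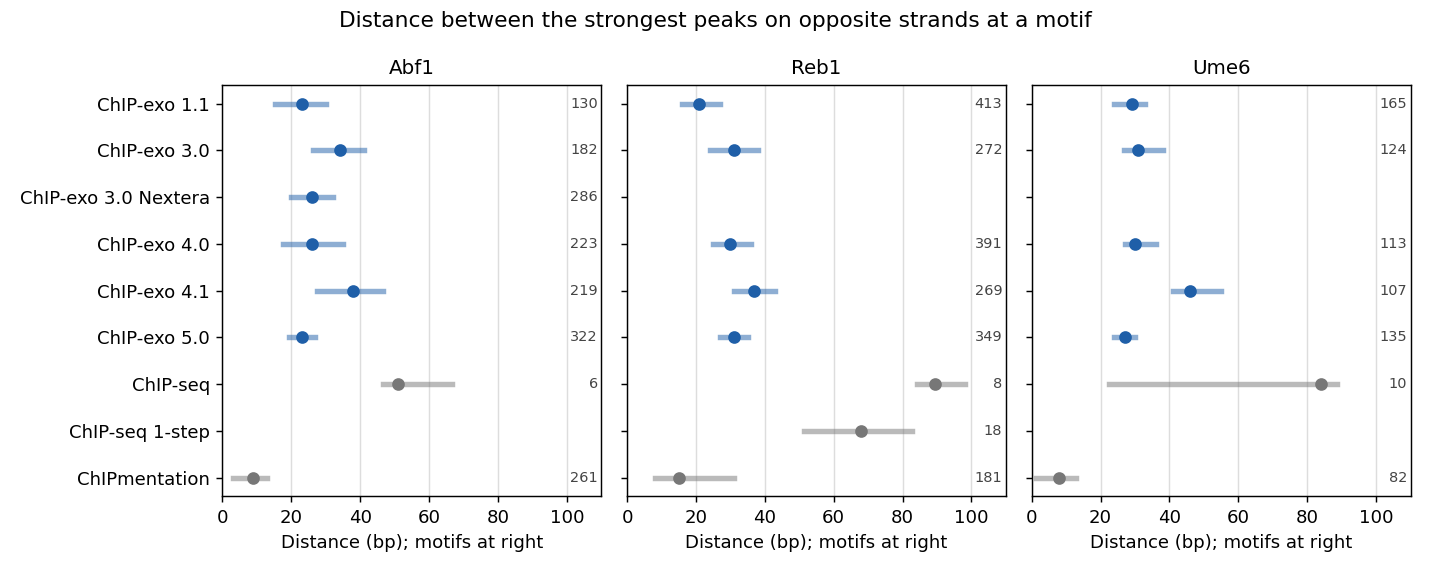
Distance in bp between the strongest peaks on opposite strands of a motif, as median and quartiles for each assay and factor, with the number of motifs at the right. ChIP-exo 4.1 has medians of 38, 37 and 46 bp, and the medians of ChIPmentation are 9, 15 and 8 bp.

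Peaks beside bound sites ask how much signal spreads around the crosslink. Around Abf1 and Ume6 sites, ChIPmentation and ChIP-exo 3.0, its Nextera variant included for Abf1, had several peaks in the flank for each at the motif. Around Reb1 sites, ChIP-exo 1.1, 3.0 and 5.0 had about as many in the flank as at the motif. Around Ume6 sites, ChIP-exo 5.0 had fewer flank peaks per core peak than 1.1, and around Abf1 sites it had more. The flank to core ratio in ChIP-exo 5.0 was 1.49 for Abf1 (95% bootstrap interval 1.36 to 1.61), 0.882 for Reb1 (0.798 to 0.967) and 1.32 for Ume6 (1.15 to 1.5), against 1.02, 0.924 and 1.93 in 1.1, so the differences were 0.463 (0.286 to 0.640), -0.0426 (-0.168 to 0.0799) and -0.613 (-0.858 to -0.363). With tags summed in place of peaks, all 3 turned, to -0.186, 0.231 and 0.0853. The ratio was 3.97, 0.926 and 3.57 in ChIP-exo 3.0, 5.26 for Abf1 in its Nextera variant, 2.04, 1.67 and 2.35 in 4.0, 2.48, 1.18 and 2.74 in 4.1, 5.06, 2.42 and 6.16 in ChIPmentation, 0.710, 1.16 and 2.04 in ChIP-seq, and 2.28 for Reb1 in ChIP-seq 1-step.

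Strand order asks whether ends on each strand stay on their own side of the site. At Ume6 sites, ChIPmentation peaks fell on either side almost equally. At Abf1 sites they nearly did. At Reb1 sites, ChIP-exo 1.1 and ChIPmentation kept the least order. The measure counts a peak just past the midpoint like one far past it, so a low share alone does not show mixed strands. In ChIP-exo 1.1 the lower quartile of the strongest opposite-strand peaks was -3 bp for Reb1, -2 bp for Abf1 and 16 bp for Ume6. Negative values lie past the midpoint. ChIP-seq peaks mostly kept their side at sites of all 3 factors. The share of peaks on the outer side in ChIPmentation was 56.1% for Abf1 (exact 95% interval 54.5 to 57.6), 74.4% for Reb1 (72.4 to 76.2) and 51.8% for Ume6 (49.0 to 54.5), against 89.1%, 97.1% and 89.0% in ChIP-seq (two-sided Fisher exact adjusted p = 4.55e-31, 2.39e-42 and 1.04e-49 over 20 comparisons). In ChIP-exo 5.0 it was 74.8%, 90.5% and 89.2% (adjusted exact p = 3.16e-08, 1.58e-07 and 0.921). In ChIP-exo 1.1 it was 72.3%, 63.6% and 71.5% (adjusted exact p = 2.15e-09, 4.73e-68 and 1.92e-13), and in the Nextera variant 59.6% for Abf1 (1.3e-25). It was 83.3%, 88.6% and 73.9% in 3.0, 78.9%, 92.1% and 87.8% in 4.0, 74.6%, 91.0% and 85.2% in 4.1, and 94.2% for Reb1 in ChIP-seq 1-step.

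Overlap asks whether protocols find the same positions. Abf1, Reb1 and Ume6 positions among the 200 strongest in ChIP-exo 5.0 were nearly all in the ChIP-exo 1.1 lists, but most of all Abf1 positions were not. Fewer of the strongest positions were in the ChIP-seq lists, which were shorter (306 Abf1, 796 Reb1 and 1568 Ume6 peaks). In the untagged strain, the 5 peaks with most tags in each of ChIP-exo 1.1 and 5.0 lay in ribosomal DNA on chromosome 12, between 459675 and 460528. These peaks were on or nearest to the 5S gene RDN5-1 (YNCL0018W) or the transcribed spacer ETS2-2 (YNCL0019C). Of the 200 strongest ChIP-exo 5.0 peaks, 91% of Abf1, 96% of Reb1 and 96% of Ume6 had a ChIP-exo 1.1 peak within 50 bp. The shares in ChIPmentation were 81%, 90% and 87%, and in ChIP-seq 44.5%, 80.5% and 70.5%. Over all ChIP-exo 5.0 peaks the shares were 25.7%, 76.6% and 67.1% in ChIP-exo 1.1, and 9.22% for Abf1 in ChIP-seq. Within 20 bp the ChIPmentation shares were 28.5%, 44.5% and 35%, and the ChIP-seq shares 12%, 14.5% and 11%. Every pair of lists of a factor shared more than any of 1000 rotations (one-sided permutation p = 0.001, the smallest they can give). Of the strongest ChIP-exo 5.0 peaks, 10%, 11% and 9% lay at the untagged ChIP-exo 5.0 list. Of the strongest ChIP-exo 4.0 peaks, 57.5% of Reb1, 34.5% of Abf1 and 12% of Ume6 lay at its untagged list, and for Reb1 28% within 20 bp. Numbers of peaks over the untagged list were 18.2, 14.9 and 12.4 in ChIP-exo 5.0, and 0.202, 0.261 and 1.06 in 1.1. In the untagged 1.1 list 81.1% of peaks had all tags on a single base, and without such peaks the ratios in 1.1 were 0.804, 1.38 and 2.07.

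In K562 cells the CTCF lists show where the deposited peaks of a mammalian factor lie. They held 369 peaks in ChIP-exo 5.0 and 619 in 1.1, with lowest tag counts of 148 and 122. Sites with fewer tags are absent, so the lists do not decide how well ChIP-exo 5.0 serves for CTCF. From tags around CTCF motifs, the study reported stop sites of equivalent resolution in both assays. CTCF peaks in all 4 assays lay mostly in a few regions, among them chromosome 10 between 42300001 and 42400000 in hg19. The same region led in the ChIP-exo 1.1 list without antibody and in the RNA polymerase II list. CTCF motifs were found only at CTCF peaks away from the no-antibody list of the same assay. The position ranked highest in CTCF ChIP-exo 1.1 and 5.0 together was on chromosome 1, 121485203 to 121485243, with 4521 and 4519 tags, 162901 bp from the annotated noncoding gene LINC01691. The 10 bins of 100 kb with most peaks held 76.9% of CTCF ChIP-exo 1.1 peaks, 82.9% of ChIP-exo 5.0, 79.1% of ChIP-seq and 61.2% of ChIP-seq 1-step. The region on chromosome 10 held 26.3% of CTCF ChIP-exo 1.1 peaks, 23.3% of ChIP-exo 5.0, 29.9% of ChIP-seq and 9.57% of ChIP-seq 1-step, where a bin on chromosome 1 held more (10.6%), and 26.8% of RNA polymerase II peaks. Without antibody it held 25.4% of ChIP-exo 1.1 peaks, 23.5% of 5.0, 33.6% of ChIP-seq, 24.3% of ChIP-seq 1-step and 2.23% of 3.0. All 5 strongest shared positions lay at peaks of both no-antibody lists, and the CTCF motif nearest to any of them was 169194 bp away. CTCF peaks at the no-antibody list were 536 of 619 in ChIP-exo 1.1 (86.6%), 191 of 369 in 5.0 (51.8%), 303 of 358 in ChIP-seq (84.6%) and 89 of 188 in ChIP-seq 1-step (47.3%). None of these had a motif within 50 bp, with exact upper limits of 0.686%, 1.91%, 1.21% and 4.06%. Away from that list, 16 of 83 had a motif in ChIP-exo 1.1 (19.3%, 11.4 to 29.4), 5 of 178 in 5.0 (2.81%, 0.918 to 6.43), 6 of 55 in ChIP-seq (10.9%, 4.11 to 22.2) and 10 of 99 in ChIP-seq 1-step (10.1%, 4.95 to 17.8), with two-sided Fisher exact p of 2.83e-15, 0.0254, 1.03e-05 and 0.0017 (1.13e-14, 0.0254, 2.07e-05 and 0.0023 adjusted over these 4 tests). The share away from the list depends on the window, with 7.23% in ChIP-exo 1.1, 1.12% in 5.0, 0% in ChIP-seq and 1.01% in ChIP-seq 1-step at 25 bp, and 29.1% in ChIP-seq and 33.3% in ChIP-seq 1-step at 100 bp. Of the 369 CTCF ChIP-exo 5.0 peaks, 94.9% lay at the ChIP-exo 1.1 list without antibody, which was longer. RNA polymerase II had 463 peaks, of which 1 was within 500 bp of an annotated protein-coding gene start (0.216%) and 87.3% lay at the ChIP-exo 1.1 list without antibody.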

Values the study reported

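The study reported that peaks of ChIP-exo 4.0 lie 5 bp more distant from the center of the motif.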

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

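Of the tests in this part, those of peaks at the motifs of other factors, at tRNA genes and in untagged lists, those of changes between factors, and 2 of the 3 tests in the paragraph on Reb1 motifs (promoter DNA and exchanged lists) were chosen only after the results were seen.

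Ume6 lists held peaks at Abf1 motifs. A share stood out where it exceeded that of the untagged list of the same assay past the threshold, and the tested shares that did not are named as such. Of the 200 strongest Ume6 peaks, 25% lay within 50 bp of an Abf1 motif in ChIP-exo 1.1 (adjusted Fisher exact p = 2.02e-15), 16% in 3.0 (2.11e-08), 17% in 4.0 (9.35e-09), 18% in 4.1 (1.45e-08), 21% in 5.0 (9.75e-07) and 12% in ChIPmentation (1.77e-04). At Reb1 motifs lay 9% of the strongest Ume6 peaks in ChIP-exo 1.1 (adjusted exact p = 2.89e-04) and 7.5% in 5.0 (3.33e-04), but 5% in 3.0 (0.203), 7% in 4.0 (0.203, below the untagged 12.5%), 4% in 4.1 (0.222) and 2.5% in ChIPmentation (1) did not pass. At Abf1 motifs lay 5% of the strongest Reb1 peaks in ChIP-exo 1.1 (adjusted exact p = 0.0073), against 0 of 200 untagged peaks, but 6% in 5.0 did not pass (0.583), nor did any other Reb1 list tested. The Abf1 lists tested had 2 to 4.5% of their strongest peaks at Reb1 motifs and 0 to 2.5% at Ume6 motifs. None of these exceeded the untagged list past the threshold, nor did the Reb1 lists tested at Ume6 motifs (0 to 0.5%). Abf1 ChIP-exo 4.0 lay below its untagged list at Reb1 motifs (4% against 12.5%, adjusted exact p = 0.0118).

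The untagged strain should have no factor to recover, and 3 of its shares stood out because they exceeded the share in the other untagged lists combined. In ChIP-exo 5.0, 131 of its 175 peaks lay within 200 bp of the midpoint of a tRNA gene (74.9%), against 1.56% in the others (adjusted Fisher exact p = 2.88e-117). In ChIP-exo 5.0, 3.43% lay at Abf1 motifs (adjusted exact p = 0.0261), but this was not past the threshold against rotated lists (one-sided permutation p = 0.0519). In ChIP-exo 4.0, 12.5% of the 200 strongest lay at Reb1 motifs, against 0.941% in the others (adjusted exact p = 1.54e-12).

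Reb1 motifs in the untagged ChIP-exo 4.0 list were weighed further. Against promoter DNA recovered without a tag, 0.5% of the 200 strongest peaks lay at Abf1 motifs, which also sit in promoters (one-sided permutation p = 0.933 from rotations). But 32% of these peaks lay in coding genes, below the lowest of 200 rotations (58%), which promoter DNA would also give. Since 41% of them lay in ribosomal DNA or at chromosome ends, that share does not decide either, and promoter DNA was left open. Against an exchange of lists, the list labelled Reb1 had 24.5 points more of its strongest peaks at Reb1 motifs (Fisher exact p = 1.59e-08). Reads from a Reb1-tagged library cannot be told apart from other sources, since tags at the 43 motifs with peaks in both lists had a Spearman rho of 0.464 (permutation p = 0.0018), short of the 0.5 set for it, and 59% of the strongest untagged peaks lay in the Reb1 list, 37.5% in the Abf1 list and 34% in the Ume6 list. No biological explanation was tested.

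Changes in separation from ChIP-exo 1.1 stood out where they differed between factors by a permutation of motifs, which 6 of 12 comparisons did. The others were Abf1 with Reb1 in 3.0 (adjusted permutation p = 0.280), Abf1 with Ume6 in 4.0 (0.960) and 5.0 (0.131), and in 4.1 Abf1 with Reb1 (0.442), Abf1 with Ume6 (0.0803) and Reb1 with Ume6 (0.0715). In ChIP-exo 5.0 the mean change at Reb1 motifs exceeded that at Ume6 motifs by 11.6 bp (adjusted permutation p = 8e-05), and the difference of Abf1 from Reb1 was -8.27 bp (8e-05). In ChIP-exo 4.0 the difference of Abf1 from Reb1 was -7.69 bp (adjusted permutation p = 2.6e-04) and that of Reb1 from Ume6 was 7.55 bp (8e-05). In ChIP-exo 3.0 the difference of Abf1 from Ume6 was 9.60 bp (adjusted permutation p = 1.2e-04) and that of Reb1 from Ume6 was 6.94 bp (2.6e-04).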

How the results depend on the processing

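Of 913 alternatives, 728 left a result with its direction and its side of the threshold (or, without a test, a share within its 95% interval or a count or ratio within 1.5 times), 134 changed a result and 51 moved the number of assays in which a named gene was bound, and 83 of 162 results were kept throughout their alternatives. Those chosen only after the results were seen were the lists without peaks of spread 0, the 300 strongest peaks, strand order within 100 bp, other tRNA gene and CTCF motif windows, and the windows and thresholds for named genes. No paired analysis was possible because each group has 1 pooled list although labels share replicate numbers, and leaving out replicates was not possible for the same reason. Leaving out peaks at the same-assay untagged list gave no value for ChIP-seq and for the Nextera variant, which have no such list, and no value was given where fewer than 6 motifs were shared. Lists rank peaks by tags but do not give library depth, so differences in the number of peaks were not tested. Except where stated, the cause was not tested.

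The early meiotic genes passed for Ume6 in all 7 assays under all 3 alternatives. The excess of Abf1 ChIP-exo 5.0 over 1.1 in motif share stayed within 25.5 to 43 points in 8 alternatives (highest adjusted exact p = 8.30e-07). The wider separation of ChIP-exo 4.1 was kept for Abf1 (12.5 to 28.7 bp), Reb1 (13.4 to 27.0 bp) and Ume6 (15.8 to 32.6 bp) in 4 alternatives, as were those of Abf1 ChIP-exo 3.0 (11.1 to 31.3 bp) and Reb1 ChIP-exo 5.0 (9.86 to 14.6 bp). The number of ChIP-exo 5.0 peaks over the untagged list was kept for Abf1 (16.5 to 18.8), Reb1 (13.7 to 14.9) and Ume6 (11.7 to 13.2) in 3. Leaving out peaks of spread 0 could not move these ratios, since no yeast ChIP-exo 5.0 list held such peaks. Keeping peaks at or above each list's own median shortens both lists of a ratio, so it could move the ratios little. The overlaps between assays kept their calls in all 45 alternatives.

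With peaks at or above the median tags of their list, the number of peaks over the untagged list was 6.79 for Abf1 ChIP-exo 3.0, 3.13 for 4.0, 2.36 for 4.1 and 6.82 for ChIPmentation. For Reb1 it was 4.80 in 3.0, 3.39 in 4.0, 1.17 in 4.1 and 3.19 in ChIPmentation. For Ume6 it was 0.963 in 1.1 (turning), 7.31 in 3.0, 3.06 in 4.0, 2.11 in 4.1 and 6.09 in ChIPmentation. Outside ChIP-exo 1.1 these falls follow from ties by construction, since the untagged lists of those assays have their median at their lowest tag count and so keep every peak. In the same setting the excess of motifs bound in Abf1 ChIP-exo 5.0 was 2 over 4.0 and turned to 26 over ChIPmentation.

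Without peaks of spread 0, the number over the untagged list was 0.804 for Abf1 ChIP-exo 1.1, 88.5 for 3.0, 8.21 for 4.0, 8.91 for 4.1 and 53.3 for ChIPmentation. For Reb1 it was 1.38 in 1.1 (turning), 59.2 in 3.0, 11.3 in 4.0, 4.44 in 4.1 and 25.0 in ChIPmentation. For Ume6 it was 2.07 in 1.1, 96.4 in 3.0, 7.95 in 4.1 and 47.6 in ChIPmentation. By construction these follow from the shares of such peaks in the 2 lists of each ratio. Without ribosomal DNA and chromosome ends, Reb1 ChIP-seq 1-step had 37.1 times the peaks of the untagged list.

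Differences in motif share from ChIP-exo 1.1 changed as follows, in points. With the 100 strongest peaks, Abf1 ChIP-exo 3.0 and 4.1 passed at 16 and 17, Abf1 ChIP-seq and ChIPmentation turned to 1 and 6, and Ume6 3.0 and 4.0 no longer passed at -13 and -11. With the 500 strongest, the Abf1 Nextera variant no longer passed at 4.4, Abf1 3.0 turned to -1.6, and Abf1 4.0 and 4.1 passed at 8.2 and 10. With motifs within 25 bp, Reb1 4.0 no longer passed at -9. With motifs within 100 bp, Abf1 3.0 passed at 12, Abf1 4.0 turned to -0.5, Abf1 ChIP-seq and ChIPmentation turned to 16 and 14, and Reb1 ChIP-seq turned to 1. Reb1 ChIP-seq 1-step at -6 and Ume6 3.0 at -10, 4.0 at -6, 4.1 at -10.5 and ChIP-seq at -4.5 no longer passed. With the stricter consensus, the Abf1 Nextera variant at 7.5, Reb1 4.0 at -0.5, and Ume6 3.0 at -5.5, 4.0 at -2 and 4.1 at -4.5 no longer passed, Reb1 5.0 passed at 12, and Ume6 5.0 turned to 2. Without peaks at the untagged list, Abf1 3.0 turned to -1.5, Abf1 4.0 and 4.1 passed at 15.5 and 14.5, Reb1 4.0 no longer passed at -7.5, and Ume6 5.0 turned to 1.5. Without ribosomal DNA and chromosome ends, the Abf1 Nextera variant turned to -1, Abf1 3.0 turned to -14, Reb1 3.0 no longer passed at -6, Reb1 4.1 passed at -10.5, and Ume6 5.0 turned to 2.

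Differences in motifs bound, ChIP-exo 5.0 minus another assay, changed as follows. With the 300 strongest peaks, Abf1 turned to 20 against the Nextera variant, 20 against 4.1 and 104 against ChIPmentation. Reb1 no longer passed at -10 against 1.1 and turned to 18 against 4.0 and -20 against 4.1. Ume6 turned to 2 against 1.1, 21 against 3.0, 8 against 4.0 and 8 against 4.1. With peaks within 100 bp, Abf1 passed at -33 against the Nextera variant and -153 against ChIPmentation and no longer passed at 17 against 4.0, Reb1 turned to -14 against ChIPmentation, and Ume6 turned to -5 against ChIP-seq and was 0 against ChIPmentation. With peaks within 25 bp, Abf1 turned to 19 against 4.1 and 145 against ChIPmentation, and Ume6 turned to 3 against 3.0 and 19 against 4.1.

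Changes in separation from ChIP-exo 1.1 moved as follows, in bp. With peaks within 100 bp, the Abf1 Nextera variant at 1.61 and Abf1 ChIPmentation at -3.72 no longer passed, Abf1 4.0 passed at 12.1, and Abf1 5.0 turned to -3.90. Reb1 ChIPmentation turned to 79.0, Ume6 ChIP-seq passed at 83.3, and Ume6 ChIPmentation no longer passed at -0.535. With peaks within 30 bp, Reb1 ChIPmentation passed at -7.84 and Ume6 5.0 turned to 0.0442. With all peaks per strand, Reb1 ChIPmentation passed at -7.23. With the stricter consensus, Ume6 3.0 at 2.38 and 4.0 at 3.84 no longer passed.

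Differences in the flank to core ratio from ChIP-exo 1.1, called where the 95% bootstrap interval left out 0, changed with a core of 100 bp to -0.067 for Reb1 3.0, 0.0905 for Reb1 5.0, -0.319 for Reb1 ChIP-seq and -0.648 for Ume6 ChIP-seq (all turning), and Ume6 4.0 no longer passed at 0.158. With motifs lacking a neighbor, Reb1 3.0 turned to -0.0343, Ume6 ChIP-seq turned to -0.0322 and Reb1 ChIP-seq no longer passed at 0.125. With summed tags, Abf1 5.0 turned to -0.186, Reb1 5.0 to 0.231 and Ume6 5.0 to 0.0853, Abf1 ChIP-seq no longer passed at -0.257, and Reb1 3.0 and Ume6 ChIP-seq passed at 0.361 and 1.16.

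Strand order within 100 bp put Ume6 4.0 and 4.1 past the threshold at -5.82 and -5.42 points from ChIP-seq and turned Ume6 5.0 to -2.18. Abf1 ChIP-exo 1.1 peaks at the untagged list rose to 20.5% within 100 bp and no longer passed. The number of assays in which a gene list passed became 0 for Abf1 cytosolic ribosomal proteins and 0 for mitochondrial ones with the 500 strongest peaks and no motif. With an upstream window of 1000 bp it became 0 for cytosolic and 1 for mitochondrial ribosomal proteins, 1 for glycolytic genes and 0 for ribosome biogenesis with Abf1, and 1 for the URS1 genes with Ume6. With 300 bp it became 0 for cytosolic ribosomal proteins and 6 for ribosome biogenesis with Abf1.

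CTCF peaks at the no-antibody list were 81.1% in ChIP-exo 1.1 and 45.8% in 5.0 within 20 bp. Away from it, the share with a motif within 100 bp was 33.3% in ChIP-seq 1-step and 29.1% in ChIP-seq, and within 25 bp 7.23% in ChIP-exo 1.1, 1.01% in ChIP-seq 1-step and 0% in ChIP-seq.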

Other observations

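Of the tests in this part, that of exchanged or moved lists and those of repeats in the ChIP-exo 1.1, ChIP-seq and ChIP-seq 1-step lists were chosen only after the results were seen.

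INO1, CAR1 and ACS1, described with URS1, had Abf1 peaks as well as Ume6 peaks upstream. INO1 had an Abf1 motif at 136374, beside its Ume6 motif at 136187, with 277 Abf1 tags and 347 Ume6 tags in ChIP-exo 5.0. ACS1 (YAL054C; sacCer3 chromosome 1, 42881 to 45022) had an Abf1 motif at 45326 with 150 tags and a Ume6 motif at 45146 with 37. CAR1 (YPL111W; chromosome 16, 339944 to 340945) had an Abf1 motif at 339602 with 95 tags and a Ume6 motif at 339790 with 99. Abf1 was bound at INO1 and ACS1 in 7 of 8 assays and at CAR1 in 6, and the excess of shared genes over chance was not tested. HOP1 had an Abf1 motif at 226408, bound in 2 of 8 assays only.

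UME6 itself (YDR207C; chromosome 4, 865012 to 867522) had an Abf1 motif at 867903, bound in 6 of 8 assays with 516 tags in ChIP-exo 5.0. RPL43B, which encodes a protein of the large ribosomal subunit, had 55 Abf1 tags and 127 Ume6 tags in ChIP-exo 5.0. NHP2, which encodes a protein of ribosomal RNA modification, had an Abf1 motif at 87362 with 213 tags and a Reb1 motif at 87344 with 27, each bound in 7 of 8 assays, and at this distance a peak can count for both motifs. MND1, an early meiotic gene, had a Reb1 motif at 157730 with 62 tags, bound in 6 of 8 assays.

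Peaks of the lists labelled ChIP-exo 4.1 lay further from the motif than those labelled 4.0 at the sites of all 3 factors, with median differences in separation of 13 bp for Abf1, 6 bp for Reb1 and 18 bp for Ume6. Against a wider tag spread as the whole cause, the median difference was 8 bp over 145 motifs with like spreads in both lists (sign-flip permutation p = 1e-05, the smallest these permutations can give). An exchange of the ChIP-exo 4.0 and 4.1 labels, or a ChIP-exo 4.0 list moved before deposit, cannot be told apart from a property of the protocols. The 18 bp of Ume6 lie beyond the 5 to 15 bp that this explanation was set to need in each factor, but the smallest difference, 6 bp, is above the 3 bp set against it, so neither condition was met. No biological explanation was tested.

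CTCF peaks coincided with no-antibody peaks in K562. Against CTCF binding at those positions, the share of ChIP-exo 5.0 peaks with a CTCF motif was -2.81 points from that of the other peaks (0 of 191 against 5 of 178, Fisher exact p = 0.0254), a contrast resting on 5 peaks, while in ChIP-exo 1.1 it was 0 of 536 against 16 of 83 (exact p = 2.83e-15). Repeat DNA shared between copies had the values it needs in ChIP-exo 1.1, where the median share of repeated 12-base words was 49.7 points higher at those peaks, and likewise in ChIP-seq (50.9 points) and ChIP-seq 1-step (49.6 points). In ChIP-exo 5.0 the difference was 8.97 points, between the 5 and 20 points set for either answer, with repeated words frequent on both sides (52.9% and 43.9%, against 2.11% at the other ChIP-exo 1.1 peaks), so this contrast leaves repeat DNA open and it cannot be told apart from other sources there. No biological explanation was tested.

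The median outward changes of ChIP-exo 4.0 peaks from ChIP-exo 1.1 were 2 and 0 bp on the motif strand and the opposite strand for Ume6, 1 and 3 bp for Abf1, and 2 and 7 bp for Reb1. All of these but the last are lower than the shift quoted from the study above. In the lists labelled ChIP-exo 4.1 the changes were 10 and 8 bp for Ume6, 7 and 11 bp for Abf1, and 7 and 10 bp for Reb1. Of the 200 strongest Abf1 peaks of ChIP-seq, 19.5% lay near tRNA genes.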
